A study of Mus musculus with 8 samples. Its data were reported in "Lysophosphatidylcholine acyltransferase 1 controls mitochondrial reactive oxygen species generation and survival of retinal photoreceptor cells" (2022).

How the data were processed

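Total RNA of the whole retina from 2-week-old mice was measured in 4 WT and 4 KO samples, grouped and numbered by their labels. The authors hybridised each sample in 1 colour (Cy3) to an Agilent SurePrint G3 mouse gene expression array and quantified the scans with Feature Extraction 10.7.1.1. The deposited scanner files hold, per the file headers, intensity on a linear scale for each of 62976 spots, with the background subtracted, a spatial trend removed and no scaling between arrays. The authors then used a 75th percentile shift in GeneSpring, and the deposited table of the series holds these values on a log2 scale. Set against the scanner files over 55681 probes, each array's values differed from those computed here by a constant of -0.12 to -0.15 on the log2 scale (SD at most 3.01e-07), so this table served only as an alternative. For the arrays the study gives a fold change over 1.2 and a q-value under 0.05 in a figure legend, and further limits in its methods. The methods name unpaired t-tests for comparisons of 2 groups in general, without saying whether these were used on the arrays, so the t-test is an alternative here. No per-sample column was left unused (0 columns).

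Levels were log2 of the processed signal minus each array's 75th percentile over 59305 non-control spots. Spots marked as outliers by the extraction software were left out (86 to 147 per array), and control spots (3671) were not tested. Repeated spots of a probe were averaged. Of 55681 probes, 55249 were printed once, 399 were printed 10 times and 33 were printed 2 times. A probe was tested when it was well above background on all 4 arrays of at least 1 genotype, which kept 33972. Gene symbols came from a RefSeq gene table by transcript accession without version. Its assembly differs from the build of the array's design (mm9), so it was used only for names and for the order of genes. It named 26413 probes (47.4%), and the others kept the name in the files. For a gene with several probes, the probe with the highest mean over all 8 arrays was its value, and disagreeing probes are stated.

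Genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates, with Benjamini-Hochberg adjustment over all tested probes. A probe was called at an adjusted p under 0.05 and a fold change over 1.2, and a gene when 1 of its probes was called. Single values were compared by two-sided exact permutation tests. With 4 samples per genotype the smallest p is 0.0286. The genes named in the text were set before the data were examined, as the 8 largest increases and 8 largest decreases among called probes with a symbol and no overlap between genotypes, a fixed group of genes tied to the study, and up to 5 called genes of each list. A few features outside this rule are said to have been chosen later. A probe not well above background on any array of a genotype is given only a bound there. Of the genes set in this way, 1 is not reported here.

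The lists were tested with camera (inter-gene correlation 0.01) on 1 probe per gene, for lists with at least 4 tested genes, with Benjamini-Hochberg adjustment over the 22 lists. The list of the study's immediate early genes (3 genes tested), the list of the targeted gene (1 gene) and the sex chromosome list (0 genes) were too short and are given by gene. Lists for glucocorticoid-induced genes and cell division were added later, without looking at their values, and appear among the observations. Reactome sets came with fgsea 1.28.0 and were kept at 10 to 300 tested genes.

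Alternatives were quantile normalization, a median shift, the 75th percentile of probes detected on all arrays, no filter and a stricter filter on dim probes, the methods' t-test, limma with a trend and robust eBayes, other thresholds, replicate number as a block, array weights, the authors' values, flagged spots kept, fry, camera with an estimated correlation, the mean of a gene's probes, and leaving out each array in turn. A normexp background correction (offset 50) was set to run on mean spot signals, which were not used here, so it was run on median signals, and cyclic loess was added as well. These 2 were chosen after seeing the data. All arrays shared 1 slide and 1 scan, so no slide block was fitted.

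The fits were tested on simulated data made for the KO against WT comparison from the means and spreads of 33950 probes, 200 of them changed. Limma called 128 of the 150 probes changed by at least 0.5 on the log2 scale and 14 of the 50 changed by 0.3, all in the right direction, with 9 of the unchanged probes. Camera called 10 of 10 lists of probes shifted by 0.15 and 0 of 10 unshifted lists. The simulated probes were drawn independently of each other, whereas the estimated inter-gene correlation of the real lists reached 0.68 (retinal pigment epithelium). The simulation therefore does not test camera on lists whose genes move together.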

Results

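To ask which transcripts differ in the retina when lysophosphatidylcholine acyltransferase 1 (Lpcat1, an enzyme that attaches a fatty acid to lysophosphatidylcholine) is missing, gene expression in the whole retina was compared between wildtype (WT) and Lpcat1 knockout (KO) mice at 2 weeks of age. Each genotype was represented by 4 samples, and each sample was hybridised to 1 array, giving 8 arrays on 1 slide. All 4 WT arrays lay in one row of the slide and all 4 KO arrays in the other, so the row and the genotype cannot be told apart. Of the 55681 probes on the array, 35763.5 ± 652 were well above background in WT and 34272 ± 1172 in KO (mean ± SD, n = 4 each; two-sided exact permutation test, p = 0.114). The signal at the 75th percentile was 695.5 ± 20.1 in WT and 676.6 ± 43.6 in KO (exact permutation p = 0.486). No spot was saturated on any array (0 spots). With 4 arrays per genotype, the smallest p that an exact two-sided permutation test can reach is 0.0286, and the number of arrays limits the precision of every value below. Levels are given as log2 signal relative to the 75th percentile of the same array, with the mean ± SD of 4 arrays, and fold changes as KO minus WT on the log2 scale with the standard error (SE) and the Benjamini-Hochberg adjusted p of limma.

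The targeted gene was examined first. The array carried 1 Lpcat1 probe, and it was well above background on all 8 arrays. Its level was -0.41 ± 0.03 in WT and -0.87 ± 0.06 in KO. The difference was -0.46 (SE 0.04, limma adjusted p = 0.0036), and every KO value lay below every WT value (exact permutation p = 0.0286). The KO signal was 72.5% of the WT signal, so a hybridisation signal remained at this probe in KO. Where the probe lies relative to the deleted part of the gene was not settled. The remaining signal therefore does not tell whether intact Lpcat1 transcript was left. Among the alternatives, normexp background correction moved this difference most, to -0.39.

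**Figure D1:**
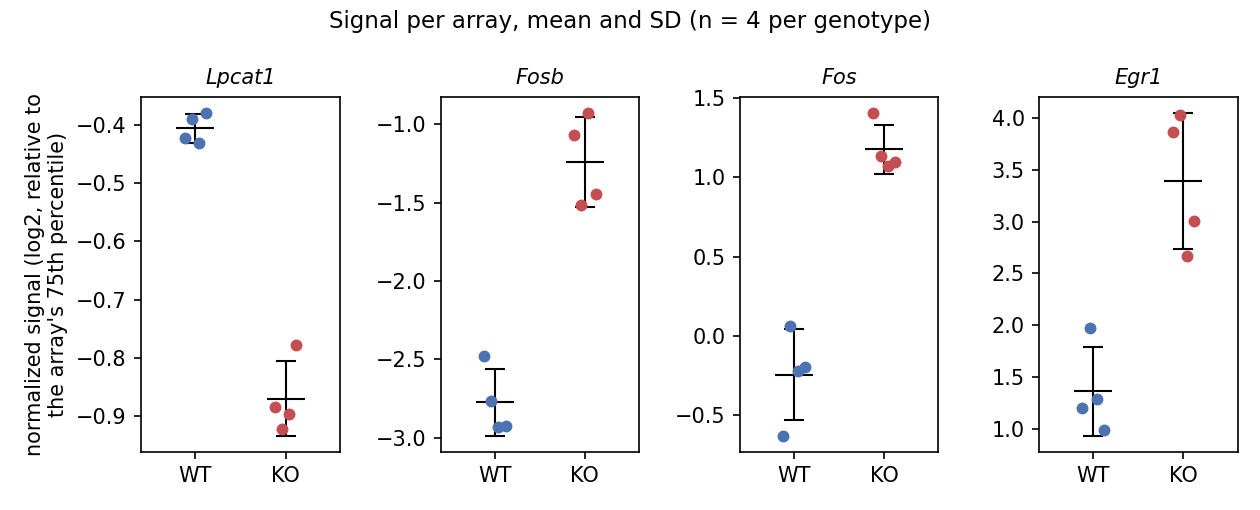
Normalized signal (log2, relative to the array's 75th percentile) of 4 genes, with 1 point per array and the mean and SD of the 4 arrays of each genotype as black lines; each panel has its own axis, which does not start at 0. The 4 KO arrays lie below the 4 WT arrays for Lpcat1 (-0.87 against -0.41 on average), and above them for Fosb, Fos and Egr1.

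The similarity of the arrays was then compared within and between genotypes. Over the 33972 probes tested, Pearson's r between 2 arrays was 0.9964 to 0.9975 within WT, 0.9952 to 0.9961 within KO and 0.9945 to 0.9959 between genotypes. These correlations are across probes, which are not independent replicates. The first principal component held 27.8% of the variance and parted the genotypes without overlap (exact permutation p = 0.0286). The second component held 17.98% and the third 15.2%, and neither separated the genotypes (exact permutation p = 0.686 and p = 0.771). With no filter on dim probes the first component held 20.6% and its scores overlapped between genotypes (exact permutation p = 0.114).

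To find differentially expressed genes, all 33972 probes that were well above background on the 4 arrays of at least 1 genotype were tested. At an adjusted p under 0.05 and a fold change over 1.2, limma called 992 probes (2.92%), of which 470 were higher and 522 lower in KO. An unadjusted p under 0.05 was reached by 8074 probes. In 990 of the 992 called probes the 4 KO values lay on one side of the 4 WT values. This held for 5934 of all tested probes, or 17.5%, where chance gives 2.86%. Of the called probes, 645 carried a gene symbol and 347 did not. By gene, 592 of 14939 tested genes had a called probe, 328 higher and 264 lower, and 0 genes had called probes in both directions. Most changes were small. The median log2 fold change was 0.38 among the higher probes and -0.36 among the lower ones, and 23 higher and 8 lower probes changed more than 2-fold. The called fold changes ran from -1.24 to 2.03. As a ratio, a minimum fold change of 1.5 moved the count most, to 138 probes. In number of probes, an adjusted p under 0.5 moved it most, to 3136. The count also depended on single arrays, from 391 probes without WT replicate 2 to 1182 without KO replicate 1. The balance of directions depended on the scaling. With the 75th percentile taken over probes detected on all 8 arrays, 581 probes were higher and 372 lower, and with cyclic loess, an alternative chosen after seeing the data, 603 were higher and 335 lower.

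**Figure D2:**
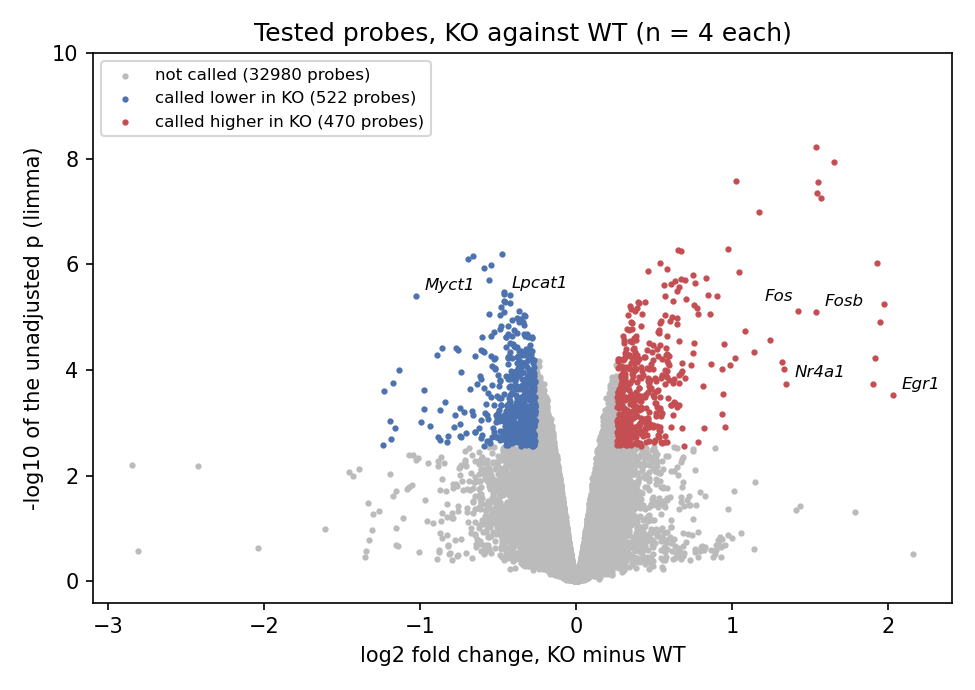
Log2 fold change (KO minus WT, x axis) against -log10 of the unadjusted limma p (y axis) for the 33972 tested probes, with 1 point per probe. The 470 probes called higher in KO are red, the 522 called lower are blue, and 6 named genes are marked.

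The largest increases among called genes were examined by a fixed rule. Egr1 rose from 1.36 ± 0.43 to 3.39 ± 0.66, a difference of 2.03 (SE 0.34, limma adjusted p = 0.0206). Cst7 rose by 1.95 (SE 0.21), Etnppl by 1.93 (SE 0.15) and Edn2 by 1.90 (SE 0.30), with adjusted p of 0.0053, 0.0021 and 0.0164. The Cst7 probe was well above background on 1 WT array and on all 4 KO arrays, so its WT level and fold change are uncertain. Cebpe was not well above background on any WT array and was at least 2.44-fold higher in KO under the main background correction. This bound sets the mean of the KO arrays against the mean, over the WT arrays, of the higher of the probe's own signal and the lowest signal of a probe well above background. Another background correction can give less than the bound, as normexp did. Fosb, Fos and Nr4a1 rose by 1.54 (SE 0.16), 1.42 (SE 0.14) and 1.35 (SE 0.21). The sizes depended on the background correction where the probe was dim. Under normexp, an alternative chosen after seeing the data, the difference was 0.66 for Cst7, 1.24 for Etnppl, 1.14 for Edn2, 0.50 for Cebpe, 0.995 for Fosb and 1.28 for Fos, all still called, and 2.02 for Egr1. The calls of Egr1, Edn2 and Nr4a1 rested in part on single arrays. When each array was left out in turn, Egr1 lost its call in 4 of 8 runs (without WT replicate 1, 3 or 4 or KO replicate 2; limma adjusted p up to 0.0604). Edn2 lost it in 2 runs (without WT replicate 2 or KO replicate 4; up to 0.0559) and Nr4a1 in 1 (without WT replicate 3; 0.0512), while the others kept theirs.

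The largest decreases were smaller and mostly in dim probes. Capn11 fell from -0.22 ± 0.31 to -1.09 ± 0.20, a difference of -0.87 (SE 0.16, limma adjusted p = 0.0258). Chrna5 changed by -0.77 (SE 0.10) and Mesp1 by -0.76 (SE 0.10), with adjusted p of 0.0096 and 0.0097. Vmn1r76 was not well above background on any KO array and was at least 1.43-fold lower in KO under the main background correction. Its smallest log2 difference over the alternatives, -0.19, was less than this bound. Myct1 changed by -1.02 (SE 0.09), Fxyd4 by -0.94 (SE 0.19), Gli1 by -0.84 (SE 0.15) and Urah by -0.74 (SE 0.16). Their probes were well above background on all 4 WT arrays but on 1, 2, 1 and 1 KO arrays. The other kept probe of Myct1 changed by -0.17 and was not called. Leaving out single arrays removed the call of Urah in 7 of 8 runs (limma adjusted p up to 0.102), of Fxyd4 in 6 (up to 0.0923), of Capn11 in 5 (up to 0.0739) and of Gli1 in 5 (up to 0.0671). Each of these highest p came without KO replicate 2. Under normexp background correction, Vmn1r76, Gli1 and Urah were not called, and the differences of Myct1, Fxyd4 and Chrna5 shrank to -0.27, -0.36 and -0.37.

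Immediate early genes, which are transcribed within minutes of a stimulus, were examined because the study names 4 of them. Fosb, Fos and Egr1 were called higher in KO, as given above. Egr2 was not well above background on any of the 8 arrays, with processed signals of 4.51 to 5.31 in WT and 15.6 to 27.8 in KO, so no fold change is given. Of the other immediate early genes named in advance, Atf3 rose by 0.75 (SE 0.06, limma adjusted p = 0.0025), Junb by 0.58 (SE 0.08; 0.35 under normexp) and Jun by 0.50 (SE 0.07). In a list of immediate early genes fixed before the data were examined, 26 of 31 tested genes were higher in KO, and the median log2 fold change was 0.31. This list holds Fosb, Fos and Egr1, which the study named from these same arrays, so it is not independent of the data. Calls over all probes numbered 14 higher and 1 lower (Trib1, -0.43), and adjusted over the list alone they numbered 16 higher and 1 lower. Csrnp1 rose by 1.02 (SE 0.05, adjusted p = 0.00024).

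The lists of genes were compared between genotypes with limma's camera, and each list's median was set against 10000 random lists of the same size matched on mean expression. Some lists follow processes that the study named from these same arrays, among them inflammation, immediate early genes and cilium movement. Their results are not independent evidence for those processes. Of 22 lists tested, 11 were higher and 2 lower in KO at an adjusted p under 0.05. Of these calls, fry kept all except the endoplasmic reticulum stress list, and it also called the ganglion cell list higher (adjusted p = 0.0318) and the motile cilium, apoptosis and acyltransferase lists lower (adjusted p = 0.0044, 0.0084 and 0.0068). An inter-gene correlation estimated from the data kept 7 higher lists and 1 lower list. Under the estimated correlation the lists of bipolar cell, reactive gliosis, primary cilium, endoplasmic reticulum stress and oxidative stress genes were not called. This was the alternative that moved the counts most downward. The camera p-values given below use the preset correlation of 0.01 and are far smaller than those under the estimate. With the estimate, the smallest camera adjusted p was 0.0117 (immediate early gene and cone lists). It was 0.0163 for the microglia list, 0.0145 for the inflammation list and 0.0212 for the rod list.

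Genes of microglia and macrophages were higher in KO (median log2 fold change 0.37, 21 of 22 genes, camera adjusted p = 4.9e-13). In this list 9 genes were called higher over all probes and 12 when adjusted over the list alone. They were led by Tyrobp (0.65, SE 0.06), Spp1 (0.65, SE 0.07) and C1qc (0.57, SE 0.06), followed by C1qb (0.54) and C1qa (0.50), the last of which lost its call in 4 of 8 runs that left out an array (limma adjusted p up to 0.0636 without KO replicate 2). Cd86 was well above background on 3 KO arrays and on 0 WT arrays and was not tested. Genes of inflammation, complement and interferon had a median of 0.33 (16 of 18 genes higher, camera adjusted p = 1e-08). There, 7 genes were called higher and 1 lower, and 11 and 1 when adjusted over the list alone. C4b rose by 1.32 (SE 0.18), Ifit3 by 1.02 (SE 0.13), Tlr2 by 0.70 (SE 0.07) and Irf7 by 0.58 (SE 0.09), while Vcam1 changed by -0.48 (SE 0.05). Under normexp the differences of Tlr2 and Spp1 shrank to 0.26 and 0.36, and both were still called. Genes of reactive gliosis and stress had a median of 0.31 (13 of 15 higher, camera adjusted p = 3.4e-08), with 6 genes called higher and 8 when adjusted over the list alone. Besides Edn2 these included Cebpd (0.90, SE 0.08), Cebpb (0.54, SE 0.04), Osmr (0.41, SE 0.06) and Stat3 (0.38, SE 0.05). Gfap rose by 0.51, which was not called (SE 0.20, limma adjusted p = 0.174). It was called without WT replicate 2 (0.73, limma adjusted p = 0.0380).

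Genes of the retinal cell types moved apart. Rod genes were lower in KO (median -0.19, 25 of 29 genes lower, camera adjusted p = 2.2e-08). The median shrank to -0.10 under quantile normalization and stayed called in every alternative. Over all probes 5 were called lower, and adjusted over the list alone 6 were lower and 1 higher. Nr2e3 changed by -0.50 (SE 0.08, limma adjusted p = 0.0212), Rdh12 by -0.38 (SE 0.06), Sag by -0.36 (SE 0.04) and Gnb1 by -0.30 (SE 0.04). Under quantile normalization Sag (-0.22) and Gnb1 (-0.21) stayed lower but fell short of the minimum fold change. The call of Nr2e3 was lost in 7 of 8 runs that left out an array (limma adjusted p up to 0.0633, without KO replicate 2). Rdh12 lost its call in 3 of them (up to 0.0569). Pde6b changed by -0.19, which was not called (SE 0.06, limma adjusted p = 0.109). Cone genes were higher (median 0.18, 13 of 13 genes, camera adjusted p = 1.3e-08). Arr3 rose by 0.46 (SE 0.04) and Opn1sw by 0.43 (SE 0.09), although the call of Opn1sw was lost in 7 of 8 runs that left out an array (limma adjusted p up to 0.106, without WT replicate 2). The median was 0.16 for Müller glia (11 of 12 genes higher, camera adjusted p = 3.8e-06), where Kcnj10 (0.31), Clu (0.30) and Apoe (0.29) were called. Clu and Kcnj10 each lost the call in 1 of 8 runs that left out an array (limma adjusted p = 0.0531 without WT replicate 2 and 0.0509 without KO replicate 2). The median was 0.10 for amacrine and horizontal cells (camera adjusted p = 0.00070) and 0.06 for bipolar cells (camera adjusted p = 0.0112), with 0 genes called in either list (limma; also 0 adjusted over the list alone). The ganglion cell list had a median of 0.04 and was not called (camera adjusted p = 0.0889), but camera called it under quantile normalization, cyclic loess and without WT replicate 4 (adjusted p = 0.0212, 0.0295 and 0.0473). Prkca (0.05) and Pax6 (0.10) did not differ between genotypes (limma adjusted p = 0.434 and 0.542), and the other Pax6 probe changed by -0.10. Crb1 changed by -0.20 (limma adjusted p = 0.246), and its other kept probe by 0.13. Without KO replicate 1, Crb1 was called lower (-0.29, limma adjusted p = 0.0406).

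**Figure D3:**
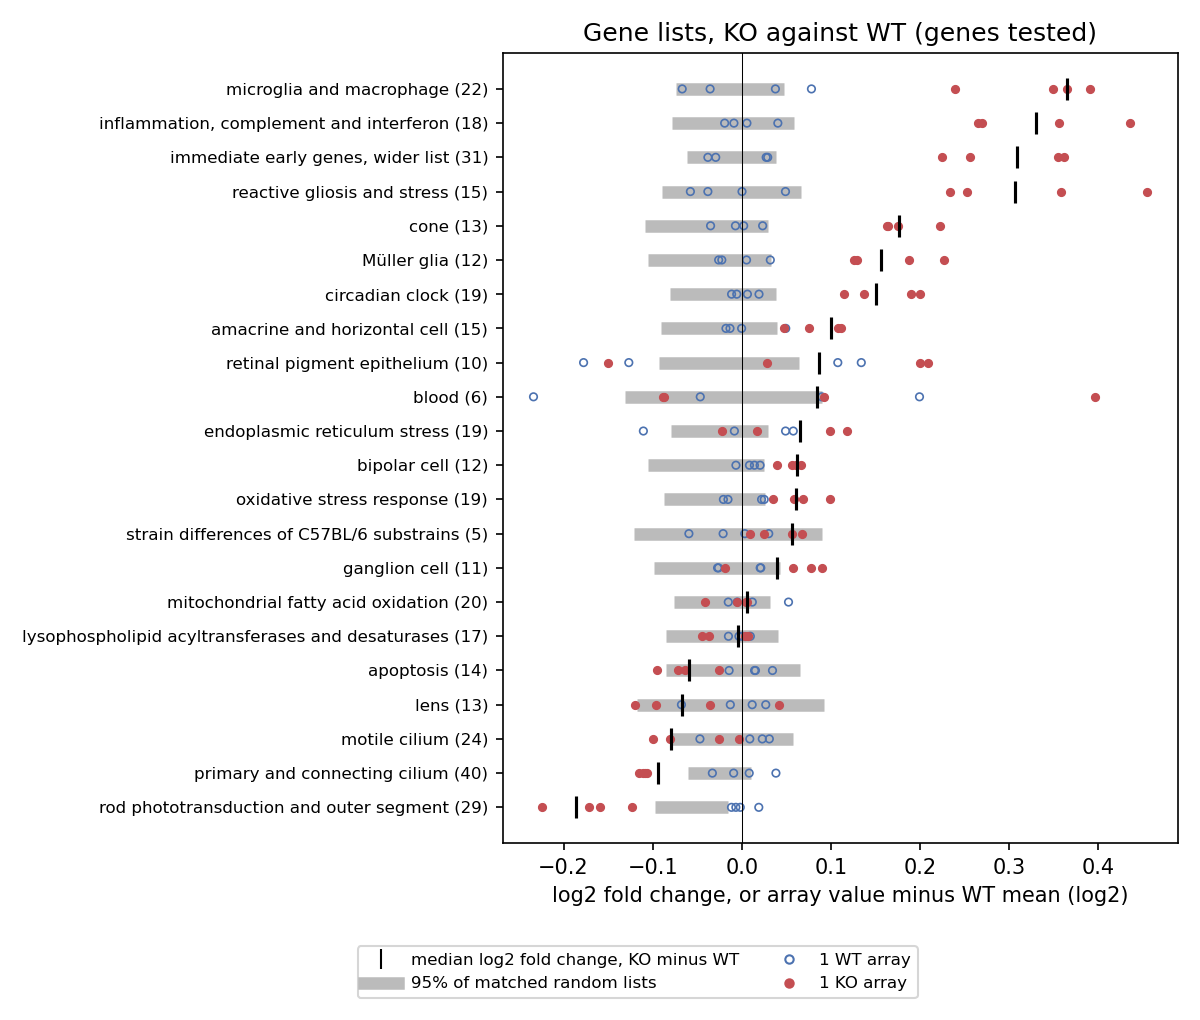
Median log2 fold change (KO minus WT, black bars) of 22 gene lists with the number of genes tested, the range of 95% of matched random lists (grey), and 1 point per array for the list's median value minus the WT mean of each gene (open, WT; filled, KO). The microglia and macrophage list has the highest median (0.37) and the rod list the lowest (-0.19), and in both all 4 KO arrays lie apart from the 4 WT arrays.

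Circadian clock genes had a median of 0.15 (15 of 19 higher, camera adjusted p = 2.3e-06), with 6 genes called higher and 0 lower, or 8 higher and 1 lower when adjusted over the list alone. Usp2 rose by 0.51 (SE 0.09), Ciart by 0.45 (SE 0.10), Per1 by 0.36 (SE 0.05), Nr1d1 by 0.32 (SE 0.04) and Per2 by 0.31 (SE 0.05). The call of Ciart was lost in all 8 runs that left out an array (limma adjusted p up to 0.103, without WT replicate 3). That of Usp2 was lost in 6 (up to 0.068, without KO replicate 2) and that of Per2 in 1 (0.0518, without KO replicate 2).

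Cilium genes were compared because the study places cilium movement among the lower classes. The motile cilium list had a median of -0.08 and was not called by camera (adjusted p = 0.419), although fry called it lower, as given above. Its median ranged from -0.10 to -0.01 over the alternatives and shrank to -0.02 without WT replicate 2. Rsph9 changed by -0.55 (SE 0.04), Dnaic2 by -0.33 (SE 0.05) and Ccdc103 by -0.33 (SE 0.05), and these 3 were called lower both over all probes and adjusted over the list alone. The call of Ccdc103 was lost in 1 of 8 runs that left out an array (limma adjusted p = 0.0558, without WT replicate 2). The primary and connecting cilium list had a median of -0.09 (35 of 40 genes lower, camera adjusted p = 2e-05). In it Fam161a (-0.29) and Bbs5 (-0.26) were called lower, also when adjusted over the list alone, and the call of Bbs5 was lost in 7 of 8 runs that left out an array (limma adjusted p up to 0.0722, without KO replicate 2).

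Lists of stress and metabolism changed little. The endoplasmic reticulum stress list had a median of 0.06 (camera adjusted p = 0.0112), its array values overlapped between genotypes (exact permutation p = 0.343), and the call was lost without WT replicate 1 (median 0.03, camera adjusted p = 0.0592). Chac1 rose by 0.27 (SE 0.05), a call lost in 6 of 8 runs that left out an array (limma adjusted p up to 0.0842, without KO replicate 2). Ddit3 rose by 0.22, which was not called (SE 0.07, limma adjusted p = 0.113), and was called without KO replicate 1 (0.27, limma adjusted p = 0.0452). The oxidative stress list had a median of 0.06 (camera adjusted p = 0.0048), and its called genes were Mt2 (0.75, SE 0.07) and Mt1 (0.66, SE 0.06). Apoptosis genes (median -0.06, camera adjusted p = 0.419), mitochondrial fatty acid oxidation genes (0.01, camera adjusted p = 0.958; the mean was -0.02) and lysophospholipid acyltransferases and desaturases (0.00, camera adjusted p = 0.665) were not called by camera. In these 3 lists the only called gene was Lpcat1. Scd1 (-0.06), Scd2 (0.00) and Gapdh (0.00) did not differ between genotypes, and the 7 Gapdh probes ranged from -0.13 to 0.00 with 0 called by limma. The sign of Scd2 and Gapdh depended on the scaling or background correction.

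Lists for other tissues were included as checks of dissection. The lens list (median -0.07, camera adjusted p = 0.789), the retinal pigment epithelium list (0.09, camera adjusted p = 0.208) and the blood list (0.08, camera adjusted p = 0.301) were not called. Camera called the retinal pigment epithelium list higher without WT replicate 1 or KO replicate 3 (adjusted p = 0.0430 and 0.0080). In the lens list Cryab, which the retina also expresses, rose by 0.28, a call lost in 6 of 8 runs that left out an array (limma adjusted p up to 0.062, without KO replicate 2). Rpe65 rose by 0.25 (limma adjusted p = 0.208). The list of genes that differ between C57BL/6 substrains had a median of 0.06 (camera adjusted p = 0.301), and Nnt was not analysed here. Of its 5 tested genes 3 were higher. Cyfip2 rose by 0.19 (limma adjusted p = 0.0214), short of the minimum fold change, while Crb1 changed by -0.20. Because such genes need not move in one direction, the median cannot exclude a difference in strain background. Xist was well above background on 1 WT and 1 KO array (WT replicate 4 and KO replicate 1), and Ddx3y on the other 6 arrays.

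Functional classes were compared through 856 Reactome sets. Camera called 59 sets higher and 149 lower in KO, and 319 sets had an unadjusted p under 0.05. Fry called 100 higher and 266 lower. As a ratio, quantile normalization moved the lower sets most, to 45. The lower sets were led by those that hold ribosomal proteins, such as peptide chain elongation (78 genes, median log2 fold change -0.13, camera adjusted p = 3.4e-15), and by respiratory electron transport (65 genes, median -0.10, camera adjusted p = 8.1e-07). The higher sets were led by ligand-gated ion channel transport (18 genes, median 0.12, camera adjusted p = 2.2e-05), the neuronal system (235 genes, median 0.05, camera adjusted p = 8.8e-05) and potassium channels (81 genes, median 0.07, camera adjusted p = 0.00017). Initial triggering of complement (10 genes) had the larger median of 0.28 (camera adjusted p = 0.00026). These medians are to be read against the median over 14929 genes with 1 probe each, which was -0.02.

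Probes without a gene symbol included those with the smallest p on the array. On chromosome 5 (mm9), 2 overlapping intergenic transcripts of the reverse strand, from 22887983 to 22939658 and from 22890322 to 22939119, were higher in KO. They were singled out after their values were seen. Their 6 probes rose by 0.76 to 1.65, all were well above background on all 8 arrays, and the probe with the smallest unadjusted p, of the longer transcript, rose from -2.22 ± 0.09 to -0.68 ± 0.09 (difference 1.54, SE 0.06, limma adjusted p = 0.00019). The other 18 tested probes that overlap this stretch on either strand had a median of -0.01, and limma called 0 of them.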

Values the study reported

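The study took a fold change over 1.2 with a q-value under 0.05 as the limit for differentially expressed genes in the retina. It saw more apoptotic cells in the Lpcat1 KO retina from postnatal day 8 onward, and no difference in their number at postnatal day 6. The outer nuclear layer, which holds the photoreceptor cells, was also thinner in KO at postnatal day 8, without a difference at postnatal day 6.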

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

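A single array far from the other 3 of its genotype was looked for in 190 groups of 4 values, covering the named genes, the lists and 4 measures of array quality. There were 3 such groups, where chance gives about 1 in 20 of the groups tested, or 9.5 here, so the number is below what chance gives. In WT, Gnb1 was 6.17 on replicate 3 against 6.10 to 6.11 on the others. Mt2 was 3.42 on WT replicate 4 against 3.30 to 3.31, and Pax6 was 2.70 on WT replicate 4 against 2.461 to 2.496. Each gap is small, and the KO values of Gnb1 and Mt2 lie apart from all 4 WT values. No explanation specific to these 3 groups was tested, technical or biological.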

How the results depend on the processing

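Normexp on median signals and cyclic loess were chosen after seeing the data; the other alternatives were set before the data were examined. The normexp correction on mean signals and the slide block were not run, the latter because there was 1 slide. Lpcat1 stayed lower and called in all 14 alternatives that give it a value (-0.47 to -0.39; limma adjusted p 0.00020 to 0.0378) and in all 8 runs without 1 array (-0.50 to -0.45).

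The number of called probes moved by over 1.5 times in several settings. No filter gave 246 probes (139 higher and the other 1.1e2 lower; 173 genes), with more probes tested (55681). A fold change over 1.5 gave 138 (84 and 54; 79 genes), no minimum fold change 1869 (747 and 1122; 1125 genes) and an adjusted p under 0.5 gave 3136 (1124 and 2012; 1352 genes). The median shift gave 344 lower probes and cyclic loess 335, with 674 and 800 of the 992 main calls shared, and the cause was not tested. The methods' t-test called 352 probes higher and 349 lower after Benjamini-Hochberg adjustment (7946 probes at an unadjusted p under 0.05). Runs without 1 array gave 391 to 1182 probes (212 to 500 higher, 179 to 682 lower) and 273 to 679 genes. The count fell in 7 of these runs, which have fewer samples, and rose without KO replicate 1. The share of called probes that were higher was 47.4%, 61.0% with the percentile of probes detected on all arrays and 64.3% with cyclic loess.

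Replicate numbers were not treated as pairs in the main fit. The residuals of same-numbered WT and KO arrays correlated at 0.037 to 0.249, over 0.1 in 2 of 4 pairs. Those of differently numbered arrays correlated at -0.202 to 0.060, mostly lower. A structure shared by replicate number is therefore not excluded. With the replicate block, limma called 395 probes (216 higher, 179 lower; 251 genes), 352 of them shared with the main calls, and 17 of the 59 called named genes were not among its calls.

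The 59 called named genes never changed sign over 1291 recomputed values, and 1132 of these kept the call. In all their settings 27 genes kept it. Outside the replicate block, most losses came with no filter (24 genes) and with arrays left out (up to 16 genes, without KO replicate 2). Signs changed only among genes and lists that were not called. Scd2 became 0.0503 (quantile), 0.00575 (median shift), 0.0168 (percentile of probes detected on all arrays), 0.0577 (cyclic loess) and 0.00743 (authors' values), and Gapdh -0.0251 (normexp), -0.00866 (array weights) and -0.0568 (mean of all probes). Pax6 became -0.000673 with the mean of all probes. Without 1 array Scd2 ran from -0.0176 to 0.00622 and Gapdh from -0.0683 to 0.0529. The direction of camera changed for fatty acid oxidation (median 0.0171 under quantile, 0.00548 under the replicate block, 0.00323 under array weights, 0.00709 with the mean of probes, and -0.0121 to 0.0131 without 1 array) and for the lens list (-0.0387 with the stricter filter, -0.0676 with the mean of probes, and -0.104 to -0.0354 without 1 array). The cause was not tested.

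Lists called higher and lower numbered 7 and 1 under the estimated correlation, and fry called 5 lower. Without 1 array they numbered 11 to 12 and 2. Of 506 recomputed list values, 481 kept their direction and side of the threshold. Reactome sets called higher were 38 under the median shift and 100 under fry, and sets called lower were 45 under quantile, 71 under the median shift, 61 under cyclic loess and 266 under fry. Without 1 array they ran from 39 to 58 and from 76 to 167. The first component held 28.5% to 32.6% of the variance without 1 array and 20.6% with no filter, where it no longer parted the genotypes (exact permutation p = 0.114). The cause of these shifts was not tested. Signal over background limits the dimmest genes: 7 named genes are not on all arrays above background and have no value under the stricter filter.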

Other observations

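The tests of the rise in microglial, cone and glial genes against interneuron genes, of the chromosome 5 transcripts, of brightness and of the nearest 20 genes were chosen only after the result was seen. Those of cell division, glucocorticoid, background noise and the 100 genes on either side were prompted by results already seen but set before their own values were.

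Of the 35 ways to split the 8 arrays into 4 and 4, 1, the real one, gave as many called probes, and the next largest count was 2 probes, so chance can be excluded for the number of probes. By the share of splits alone, chance cannot be excluded for the number of lists or sets that camera called. As many lists (13) came out in 4 of the 35 splits, and as many Reactome sets (208) in 2 of them. Every other split that reached these counts exchanged 1 WT for 1 KO array and so kept 3 of 4 arrays of each genotype together. The splits other than the real one called a median of 2.5 lists and 5 sets. Splits with 2 WT and 2 KO arrays on each side called 0 to 3 lists and 0 to 24 sets. Those that kept 3 of 4 arrays of each genotype together called 9 to 14 lists and 6 to 213 sets. Counts as high as the real ones thus came only from splits near the genotype grouping, which argues against chance as their source. Because other splits reached as many, the counts of lists and sets carry less weight than the array values of each list.

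KO arrays had fewer probes well above background, a difference within the spread of arrays. Across the 8 arrays this number fell with the additive error that the extraction software estimated (Spearman's correlation -0.976). The software uses this error to decide whether a probe is well above background, so the correlation follows largely from the definition and decides nothing. Background noise and genotype cannot be told apart here as sources of the difference.

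Sex does not explain the calls: Xist was well above background on 1 array of each genotype (Fisher's exact p = 1). Of the called genes, 95.8% lie on other chromosomes than Lpcat1, so a segment of other strain origin around the knocked-out allele cannot by itself account for them. On the chromosome that carries Lpcat1, 25 of 532 genes were called (4.70%) against 3.93% elsewhere (odds ratio 1.21, Fisher's exact p = 0.364). Among the 100 tested genes on either side, 7 of 200 were called (odds ratio 0.879). Nearest to it, 3 of 20 were called, Trip13 (-0.29), Ahrr (0.51) and Tppp (0.30), a share of 15.0% (two-sided Fisher's exact p = 0.0426). Because that window was set after seeing the calls, a flanking variant may or may not underlie them, and for these 3 genes it cannot be told apart from an effect of the deletion.

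Lens tissue carried along in unequal amounts remains open for the genes called lower. The median of the lens list lay at percentile 15.4 of random lists, while the retinal pigment epithelium and blood lists lay at 99.2 and 97.0, on the higher side. Of the lens genes Crygd changed most (-0.66, limma adjusted p = 0.210), and Cryaa and Crygs went the other way (0.39 each).

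A smaller share of photoreceptors, with rods and cones lost in equal proportion, would lower both, but the cone list rose by 0.18. This leaves a loss of rods open as a source of the lower rod genes. The study reported a thinner outer nuclear layer in KO before this age. A smaller share of rods would raise all other cell types alike. Relative to bipolar, amacrine, horizontal and ganglion cell genes, which rose by 0.06 on average, microglial genes rose by a further 0.27, cone genes by 0.12 and Müller glial genes by 0.11 (each exact permutation p = 0.0286, the smallest possible, with 4 of 4 KO arrays above all WT arrays). The excess argues against a lower rod share as the whole cause of these rises. It may still contribute to the 0.06 they share. Whether microglia are more numerous or more active is not separated by these data.

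For the circadian genes, a different time of dissection would move genes of opposite phase apart. Per1, Per2, Nr1d1 and Dbp rose by 0.31 on average (exact permutation p = 0.0286), while Arntl and Clock moved by -0.055 (exact permutation p = 0.229). Taken singly, Arntl changed by -0.11 (limma adjusted p = 0.209) and Clock by 0.001. The time of day therefore cannot be told apart from other causes: too few genes of opposite phase were tested. Cry1, which was not among the genes set for this test, moved down by 0.37 and was not called (limma adjusted p = 0.120). Exposure to glucocorticoid is a candidate explanation for the same genes. A list of 11 glucocorticoid-induced genes had a median of 0.21, at percentile 100 of random lists, with 11 of 11 genes higher and 1 called. Against it, Fkbp5 rose by only 0.03 and Tsc22d3 by 0.04. Müller glial genes rose as well (median 0.16), so a shift in the share of cells stays open.

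Genes of cell division were looked at because proliferation and progenitor genes were seen among the called decreases. Their list had a median of -0.14, at percentile 0.05 of random lists, with 15 of 19 genes lower and 1 called. Fewer dividing cells in the KO retina is consistent with this, although with an estimated correlation the list was not called by camera (adjusted p = 0.157). Such genes move together, so the list and the calls that prompted it are not independent evidence. Contamination and a change within cells were not excluded.

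Ribosomal protein and respiratory chain sets were lower in KO, and bright genes were lower in general (median -0.05 for the 1493 brightest genes). After cyclic loess, which removes such a trend, the peptide chain elongation set was at -0.05, below all 10000 random lists matched on brightness (percentile 0), and respiratory electron transport at -0.03 (percentile 0.11). A trend with brightness can account for part of the decrease but not for all of it. Other technical causes, such as RNA quality, were not tested.

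The 2 chromosome 5 transcripts share their stretch with 18 other tested probes, of which the largest rise was 0.40. Signal spilling over from the opposite strand or from neighbours is unlikely to give a rise of 1.54 to 1.65 at 5 of their 6 probes. A variant in the targeted line or a change in transcription at this site stays open, and no biological explanation was tested.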
